A study of Capra hircus with 11 samples.

How the data were processed

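Goat (Capra hircus) cells were measured by droplet single-cell RNA sequencing with the 10x Genomics Single Cell 3′ kit, version 2. The labels name 11 samples in 5 groups. BFRTV0d holds 3 samples of ear fibroblasts at day 0, BFRTV4d holds 3 samples of these cells after 4 days in an induction medium called BFRTV, and BFRTV8d holds 2 samples after 8 days. CiMECs is 1 sample of day-8 cells passaged further in a goat mammary epithelial cell medium, and GMECs holds 2 samples of naturally derived mammary epithelial cells. The series' design text gives 3 replicates for BFRTV8d, while the labels list 2. The titles within a group differ only in sample-sheet number and lane, and no source says whether the samples are separate libraries or lanes of 1 library. What the letters BFRTV stand for was not used here.

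The authors deposited 1 table per group, and its values are whole-number UMI counts per gene and cell barcode, with no normalization. The submitters' processing notes name FastQC 0.10.1 and Cell Ranger without a version. The genome build and annotation are not given in the sources used here, so no coordinates are printed. The cell names carry no sample, so cells could not be assigned to the 11 samples and each group was treated as 1 library. With 1 library per group there was no replicate, no significance test and no p-value. The intervals given cover counting error only, and every difference compares these libraries rather than the conditions.

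The 5 tables hold 16678 gene rows with 16677 distinct symbols, of which 16296 occur in the RefSeq table of the goat assembly ARS1.2, used for names only. All 5 tables list 12729 gene rows. No mitochondrially encoded gene is listed, so mitochondrial shares could not be checked. Total UMIs were 117500853 in BFRTV0d, 106750380 in BFRTV4d, 103337253 in BFRTV8d, 97203521 in CiMECs and 111001606 in GMECs, and a gene's CPM is its UMI count scaled to a common total. The tables fall into 2 sets by how they were made. The 3 BFRTV tables list no ribosomal protein gene, hold no barcode under 1951 UMIs and list genes found in at least 11 cells. The CiMECs and GMECs tables list 74 ribosomal protein genes, which take 25.6% and 35.0% of their UMIs, hold barcodes down to 500 UMIs and list genes found in at least 6 cells. Comparisons of CiMECs with BFRTV8d and of GMECs with BFRTV0d cross these sets, so table set and group cannot be told apart there.

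Counts were summed over all barcodes of a table and scaled to CPM. A fold is the ratio of 2 CPM values with an exact 95% interval from the conditional binomial distribution of the 2 counts. Genes with at least 10 CPM in 1 of the 2 tables were compared, and those at least 4-fold apart were counted. A listed gene at 0 counts was set at a floor of 3 counts. A gene that a table does not list was set at the fewest cells that table lists, 11 or 6 counts, because it may have been left out with up to that many positive cells. Among the genes listed in exactly that many cells the median sum was 11 UMIs in each BFRTV table and 6 in the others, with a highest sum of 36. Folds against a floor are given as "at least". Ribosomal protein genes were left out of comparisons between the table sets, of correlations and of clustering. Reads shared between near-identical gene copies could not be checked in these tables.

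Before the data were examined, 29 gene lists were fixed: fibroblast and mesenchymal, mesenchymal transcription factors, epithelial junction and adhesion, mammary luminal, basal keratin and hemidesmosome, contractile, milk protein and secretion, milk fat synthesis, cholesterol synthesis, retinoid response, cAMP response, TGF-beta response, S phase, G2 and mitosis, cell cycle inhibitors and senescence, pluripotency, interferon response, oxidative stress and metallothionein, heat shock and early response, glycolysis, keratinocyte differentiation, endothelial, immune, pericyte, adipocyte, chondrocyte, Schwann cell and melanocyte, neuronal and erythroid. For each list the median log2 fold of the members with at least 10 CPM was taken, with the number at least 2-fold higher or lower. Its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, describes these libraries only. Where another scaling moved the median of all genes by more than 0.1 on the log2 scale, list medians are given relative to that median in the comparisons of whole tables. The genes that pass 10 CPM change with the scaling. A list median can therefore move by more than the shift of all genes, because its members differ. The genes named in the text follow a rule fixed at the same time. It took the 12 genes with the highest and the 12 with the lowest fold among genes with a symbol and at least 50 CPM in 1 of the 2 tables. From each list it took up to 4 members with the largest fold in either direction and any member at least 2-fold against the list's median. Members of the fibroblast, transcription factor, junction, luminal, basal and milk protein lists could also be given by their level. Genes outside this rule are marked where they appear.

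Barcodes with at least 500 detected genes from all tables were clustered together. Counts were scaled to 10000 per cell and log-transformed with a pseudocount of 1. The 2000 most variable genes, 30 principal components, 15 nearest neighbours and Leiden resolution 0.5 gave 22 clusters, with no batch correction. This left out 327 barcodes of CiMECs (6.30%) and 451 of GMECs (8.00%) and none of the others. Clusters were called fibroblast-like or epithelial-like only from the fixed lists, where at least 3 members were 2-fold higher than in the other cells. Shares carry exact Clopper-Pearson 95% intervals. For shares of cells with at least 2 UMIs of a marker set, each cell was thinned to 3000 UMIs, which kept 10670, 10158, 10144, 4351 and 4752 cells of BFRTV0d, BFRTV4d, BFRTV8d, CiMECs and GMECs. The epithelial set held 9 genes (CDH1, EPCAM, CLDN3, CLDN4, CLDN7, ESRP1, GRHL2, ELF3 and EHF) and the mesenchymal set 8 (COL1A1, COL1A2, COL3A1, DCN, LUM, POSTN, PDGFRA and THY1). Scrublet marked 0.037%, 5.07%, 0.0099%, 0.039% and 0.14% of the barcodes of the 5 tables in the same order. Under 0.5% of so many cells means that the caller did not work in 4 tables, so doublets were kept in the main values and left out as an alternative only where BFRTV4d enters.

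Spearman's rho between tables was computed across 9665 genes with at least 10 CPM in 1 table, without a p-value since genes are not replicates. To place the induced cells between fibroblasts and GMECs, genes at least 4-fold apart between GMECs and 1 of 2 random parts of the BFRTV0d cells were taken, and the folds of the other tables were computed over the other part, so that both steps share no control cell. Both parts come from the same BFRTV0d library, so anything peculiar to that library enters both steps. No baseline for this was computed.

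The alternatives tried were TMM factors from edgeR, median-of-ratios size factors from DESeq2, totals without ribosomal protein genes, means of CPM over single cells, a filter on barcodes, minimums of 50 CPM or none, a fold of 2, another Leiden resolution, fewer variable genes, clustering without cell cycle genes or on thinned cells, a lower thinning depth, 1 UMI in place of 2, Pearson's r, all genes, and exchanged parts of the BFRTV0d cells. edgeR and DESeq2 were used for scaling factors only. Alternatives chosen after the data were seen were BFRTV0d without its epithelial-like cells, the comparison of each class alone, genes listed in both or in all tables, the mesenchymal set without THY1, TMM and median-of-ratios factors for the axis genes, and the class rule tried first. The closing section gives their effect.

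Several choices were changed after the data were seen. Clustering first used only genes listed in all 5 tables, which dropped the collagens, and was then run on genes listed in any table. The rule that names clusters was changed once after its outcome was seen. The first rule pooled the 4 epithelial lists and left 5 clusters unnamed that now have a name, clusters 4, 10 and 17 of CiMECs among them, because more epithelial members were lower than higher there (18 against 12, 14 against 13 and 20 against 10). The rule used here takes the list with the largest surplus of higher over lower members. The fixed design set every gene at 0 to 3 counts, and the floors for unlisted genes replaced this, within cell classes too. How the test of reweighted cell classes in the closing section is read was changed 2 times after its values were seen. An allowance for free RNA was added, which left the share of genes that stay 4-fold apart undecided against the 50% set beforehand, and then that share was held to 50% as counted and to 10% with the allowance. For correlations and axis medians, equality at 2 decimals was taken as unchanged.

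The folds and their counting intervals were tested on simulated counts drawn from the real tables. The test concerns counting error and not differences between libraries, clustering, thinning or the axis genes. In each of the 6 comparisons 100 of 100 genes changed by 4 or by 2.5 on the log2 scale were recovered, no unchanged gene was called, and the intervals held the true fold for 95.07% of 8393 genes in BFRTV8d over BFRTV0d and for 95.59% of 7232 genes in CiMECs over BFRTV8d, the lowest and highest values. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 for Scrublet, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.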

Results

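Single cells of 5 goat cell populations were profiled. Ear fibroblasts were taken before induction (BFRTV0d, 10670 barcodes) and after 4 days (BFRTV4d, 10203 barcodes) and 8 days (BFRTV8d, 10152 barcodes) in an induction medium of small molecules. Day-8 cells passaged in mammary epithelial cell medium (CiMECs, 5188 barcodes) were set beside naturally derived mammary epithelial cells (GMECs, 5641 barcodes). The labels give 3, 3, 2, 1 and 2 samples to these groups, but each group was deposited as 1 pooled table and therefore has no replicate. The median UMIs per barcode were 10070, 9665, 9089, 17232 and 19424, and the median numbers of detected genes were 3305, 2724, 2886.5, 2674 and 3240. Levels are given as CPM, a gene's UMIs scaled to a common table total, and numbers in parentheses after a fold are its 95% counting interval.

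The comparison of BFRTV4d with BFRTV0d asks what 4 days of induction changed. Epithelial and contractile genes were higher and fibroblast, TGF-beta response and S phase genes lower as groups. KRT19, a simple epithelial keratin, was 20.3-fold higher (19.8 to 20.8), TP63, the transcription factor of basal epithelial cells, 9.65-fold higher (8.96 to 10.4), and MYLK, the myosin light chain kinase, 74.5-fold higher (69.0 to 80.7). COL1A1, the main chain of type I collagen, was 7.30-fold lower (7.23 to 7.36). The share of epithelial-like cells was 45.9% in BFRTV4d against 7.63% in BFRTV0d, and junction, luminal and basal values move with it.

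Of the genes compared, 479 were at least 4-fold higher and 516 at least 4-fold lower in BFRTV4d, so that 48.1% of the called genes were higher, against 58.9% with TMM and 59.8% with median-of-ratios factors. These scalings raised the median log2 fold of all genes, -0.40, by 0.21 and 0.24, and list medians below are relative to all genes. S100G, which encodes the calcium-binding calbindin D9k, was at least 2126-fold higher, SDPR, a caveola component, at least 843-fold higher, and SDS, serine dehydratase, 812-fold higher (507 to 1395). DHRS3, a retinaldehyde reductase, was 271-fold higher (242 to 305), IGF1 267-fold higher (202 to 359.9), the glutathione peroxidase GPX2 119-fold higher (104 to 137), the matrix Gla protein MGP 88.3-fold higher (78.9 to 99.0), and S100A8 49.8-fold higher (48.2 to 51.4). Among the lowest folds were those of the cytokine IL11 (158-fold lower, 145 to 172), MAP1LC3C (137-fold lower), the BMP antagonist GREM1 (62.6-fold lower, 53.9 to 73.1), the intermediate filament gene NES (37.1-fold lower) and LY6D (28.1-fold lower, 27.4 to 28.8).

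Among epithelial groups, the junction list had a median of 1.76, with 11 of 16 members at least 2-fold higher and none lower. Tight junction genes CLDN1 and MARVELD3 were 7.40-fold and 6.29-fold higher, and desmoplakin (DSP) 4.38-fold. The basal list (median 1.96, 11 of 17 higher) held KRT5 at 7.41-fold higher (7.32 to 7.49) and CDH3 at 5.32-fold higher. In the luminal list (median 1.54, 9 of 16 higher, 2 lower) the ETS factor EHF was 21.8-fold higher (20.2 to 23.5) and KRT7 11.5-fold higher, while XBP1 was 2.52-fold lower. Keratinocyte differentiation genes had a median of 3.34 over 5 members, with S100A9 12.8-fold higher and loricrin (LOR) 38.9-fold lower. The contractile list reached 2.36, with 9 of 13 members higher, among them smooth muscle myosin MYH11 (at least 300.0-fold higher) and ACTG2 (7.54-fold higher). In the milk list, with 4 members measured, osteopontin (SPP1) was 11.6-fold higher, the lipid droplet protein PLIN2 16.4-fold higher and MFGE8 2.46-fold lower.

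On the lower side, the fibroblast list had a median of -0.92, with 17 of 27 members at least 2-fold lower. COL6A2 was 12.8-fold lower and COL6A3 8.33-fold lower, whereas PDGFRA, a receptor of fibroblasts, was 2.05-fold higher. Mesenchymal transcription factors had a median of -0.96, ZEB2 being 6.21-fold lower. The TGF-beta list had -1.30 (12 of 18 lower), with the inhibitory SMAD7 23.8-fold lower and elastin (ELN) 10.9-fold lower. S phase genes had -1.05, and the replication licensing genes CDC6 and MCM4 were 6.46-fold and 4.87-fold lower, while G2 and mitosis genes lay at 0.15. Retinoid-inducible CRABP1 (at least 209.6-fold higher) and the receptor RARB (51.9-fold higher, 39.3 to 69.9) were higher within a retinoid list of mixed direction (0.58). The ferritin heavy chain FTH1 was 5.06-fold higher and alone took 9.74% of the BFRTV4d UMIs, in an oxidative stress list with a median of 0.21 whose own sign turns from -0.18 to 0.03 with TMM. The interferon list (0.22, 2 of 7 members at least 2-fold higher) likewise turns from -0.17 to 0.69 with TMM. Its value was 0.04 with median-of-ratios factors. The move to 0.69 exceeds the shift of all genes of 0.21, as the genes that pass 10 CPM change. cAMP response, cell cycle inhibitor, milk fat, cholesterol, heat shock and glycolysis lists had medians of 0.71, 0.67, -0.33, -0.21, 0.08 and 0.48. Among random lists of like expression, the basal, contractile and S phase medians lay at percentiles 100, 100 and 0.

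The comparison of BFRTV8d with BFRTV0d asks what the whole induction changed. Epithelial junction, luminal and basal genes were higher, SPP1 and PLIN2 of the milk protein list reached 17305 and 630.2 CPM, and fibroblast and S phase genes were lower as groups. CLDN7, a claudin of tight junctions, was 115-fold higher (83.4 to 162), EHF 82.3-fold higher (76.4 to 88.8) and ELF5, a transcription factor of the secretory mammary lineage, 169-fold higher (116 to 257). COL1A1 was 99.9-fold lower (96.9 to 103). Epithelial-like cells made up 94.9% of BFRTV8d against 7.63% of BFRTV0d, and basal values move with that share and junction, luminal and fibroblast values in part. Interferon response genes were higher as a group, with IFI6 68.3-fold higher (67.1 to 69.6).

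There were 957 genes at least 4-fold higher and 914 at least 4-fold lower in BFRTV8d. TMM and median-of-ratios factors raised the median of all genes, -0.30, by 0.14 and 0.17, and left 55.1% and 57.0% of the called genes higher, against 51.1%. The highest folds belonged to C28H10orf99 (at least 2703-fold higher), the proton pump subunit ATP6V1B1 (at least 1887-fold higher), endothelin 3 (EDN3, at least 1461-fold higher), the natriuretic peptide gene NPPC (1360.3-fold higher, 889.7 to 2198) and the secretory genes AGR2 (at least 772-fold higher), MUC13 (731-fold higher, 418 to 1415) and TFF3 (580.4-fold higher, 387 to 916). GPX2 was 616-fold higher (539 to 708) and DHRS3 535-fold higher (477 to 602). Among the lowest were MAP1LC3C (432-fold lower, 276 to 717), IL11 (337-fold lower, 298 to 384), GREM1 (312-fold lower, 223 to 451) and COL6A2 (161-fold lower, 149 to 175).

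Of 23 junction genes 22 were at least 2-fold higher and none lower (median relative to all genes 3.38), with TJP3 70.9-fold higher and CLDN1 28.5-fold higher. The luminal list had a median of 4.06 (14 of 20 higher), with the prolactin receptor PRLR at least 134-fold higher and the pioneer factor FOXA1 53.9-fold higher, while STAT5B was 2.57-fold lower. Luminal keratins KRT8 and KRT18 were at 338 and 110.3 CPM, against 469 and 89.3 at day 0 with far fewer epithelial-like cells. Basal genes had a median of 2.65 (13 of 17 higher), TP63 being 20.4-fold higher (19.0 to 22.0) and KRT14 at 4659 CPM. Of 10 milk protein genes found by name, 6 passed the minimum. Kappa-casein (CSN3) was at least 155-fold higher at 14.5 CPM, lactoferrin (LTF) 241-fold higher (146 to 430.4) at 30.7 CPM and SPP1 134-fold higher, while MFGE8, of the milk fat globule, was 3.67-fold lower. Keratinocyte differentiation genes had 4.94 over 6 members, with involucrin (IVL) 88.4-fold higher.

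The interferon list had a median of 5.42 with 12 of 13 members higher, including the antiviral GTPase MX2 (278-fold higher, 212 to 374) and RSAD2 (56.4-fold higher). Among pluripotency genes SOX2 was 166-fold higher (100.4 to 297) at 21.2 CPM and MYC 3.35-fold higher, with 3 members in the list. The fibroblast list had a median of -3.49, with 26 of 27 members at least 2-fold lower, and the mesenchymal factors -1.98, with ZEB2 36.4-fold lower and SNAI1 18.5-fold lower. TGF-beta response genes had -1.60, S phase genes -2.51 (17 of 18 lower, the ribonucleotide reductase RRM2 31.4-fold lower) and G2 and mitosis genes -1.26 (15 of 20 lower, MKI67 7.63-fold lower). In the list of cell cycle inhibitors and senescence GDF15 and GADD45A were 12.9-fold and 4.12-fold higher and CCND1, cyclin D1 that drives the cycle, 3.23-fold lower, with a list median of 1.03. The early response genes ATF3 and EGR1 were 11.3-fold and 8.76-fold higher. Contractile, milk fat, cholesterol, retinoid, cAMP, oxidative stress, heat shock and glycolysis lists had medians of 0.07, -0.07, 0.36, 0.69, 0.85, 0.54, 0.65 and 0.34. Among random lists of like expression, the luminal, basal, interferon and S phase medians lay at percentiles 100, 100, 100 and 0.

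BFRTV8d against BFRTV4d gives the second part of the induction. Interferon genes had a list median of 4.28, with 12 of 13 members at least 2-fold higher, among them ISG15, 139-fold higher (123 to 156), and IFI6, 29.3-fold higher (29.0 to 29.7). Contractile genes were lower (median -2.15, 10 of 13), with ACTG2 42.4-fold lower and calponin (CNN1) 14.8-fold lower. CSN3 was 47.0-fold higher (33.3 to 68.5), the tight junction gene CLDN4 12.6-fold higher (12.1 to 13.1) and COL1A1 13.7-fold lower (13.3 to 14.1). Luminal and junction medians were 1.47 and 1.53, the basal median 0.62, and the fibroblast, S phase and G2 and mitosis medians -2.82, -1.54 and -1.35. Fibroblast-like cells went from 44.5% to 3.35% and epithelial-like cells from 45.9% to 94.9%, alongside the contractile, fibroblast, junction and luminal values. In all, 191 genes were at least 4-fold higher and 213 at least 4-fold lower.

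**Figure D1:**
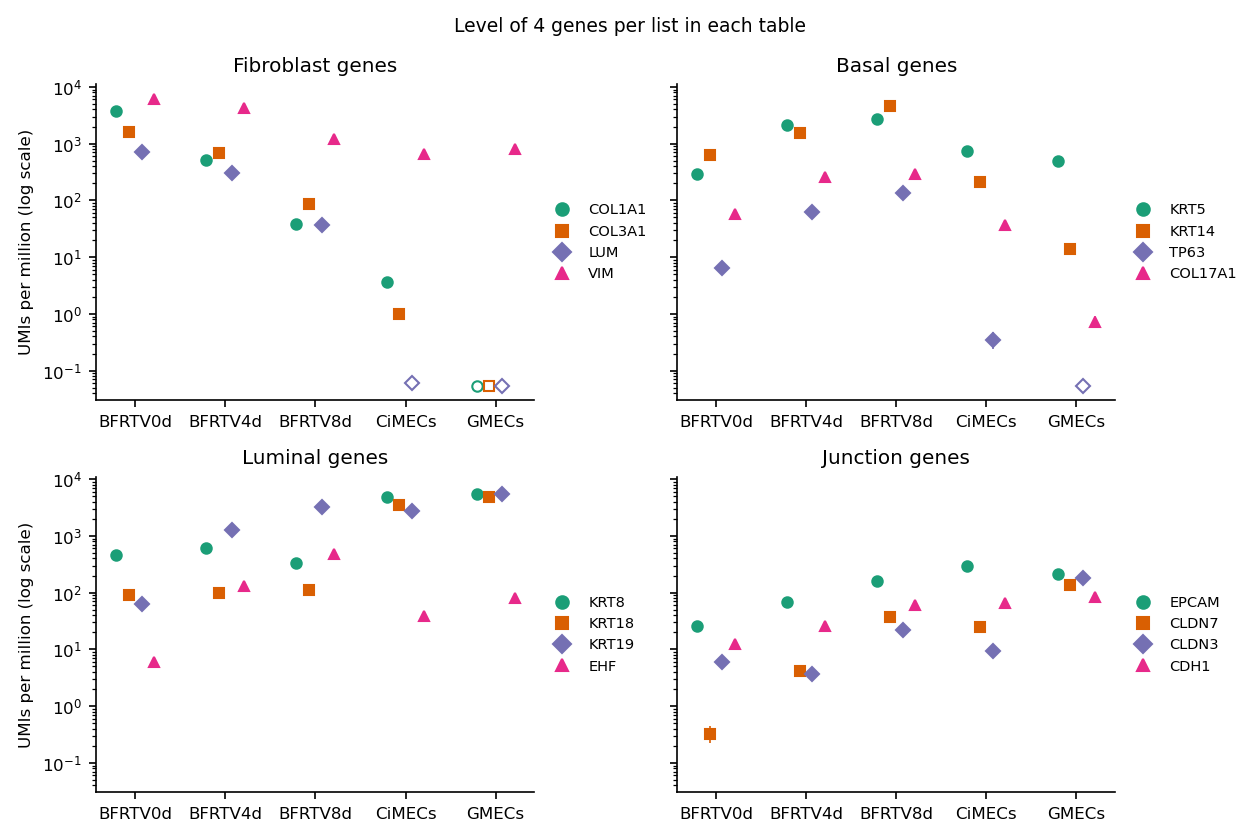
Level of 4 genes from each of 4 lists in the 5 tables, as CPM on a log axis, with 95% counting intervals mostly smaller than the points; open symbols mark genes that a table does not list, drawn at its floor. COL1A1 goes from 3828 in BFRTV0d to 38.3 in BFRTV8d and is unlisted in GMECs, while KRT14 peaks at 4659 in BFRTV8d and KRT18 reaches 3565 and 4794 in CiMECs and GMECs.

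Joint clustering asked which cells carried these genes. In BFRTV0d, 92.4% of cells (91.9 to 92.9) were fibroblast-like, in clusters 1, 11 and 15, and 7.63% (7.13 to 8.15) epithelial-like, in cluster 13. In BFRTV4d, 44.5% (43.6 to 45.5) were fibroblast-like, in clusters 3 and 21, and 45.9% (44.9 to 46.9) epithelial-like, in clusters 6 and 7, with 9.56% unnamed. Epithelial-like cells made up 94.9% (94.4 to 95.3) of BFRTV8d, in clusters 2, 9, 16 and 19, 99.9% of CiMECs, in clusters 4, 10 and 17, and all 5190 cells of GMECs, 5189 of them in clusters 5, 8 and 14. The 3 GMECs clusters held 0 of 10670, 10203 and 10152 cells of the BFRTV tables, which allows shares of up to 0.035%, 0.036% and 0.036%, and 3 of 4861 CiMECs (0.062%, 0.013 to 0.18). Except for cluster 22, at least 98.2% of each cluster came from 1 table, so a cluster may stand for its library as much as for a cell type. Under the class rule tried first, the epithelial-like shares were 0% in BFRTV0d, 23.3% in BFRTV4d and 0.062% in CiMECs. The rule used here named cluster 4 of CiMECs from 4 junction members higher and 2 lower of 32, and cluster 17 from 3 and 1. It named cluster 10 from 5 of 12 keratinocyte differentiation members higher and 0 lower. None of these clusters has an epithelial list member among its 10 leading genes. Fibroblast list members at least 2-fold lower in clusters 4, 10 and 17 numbered 22, 21 and 22.

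**Figure D2:**
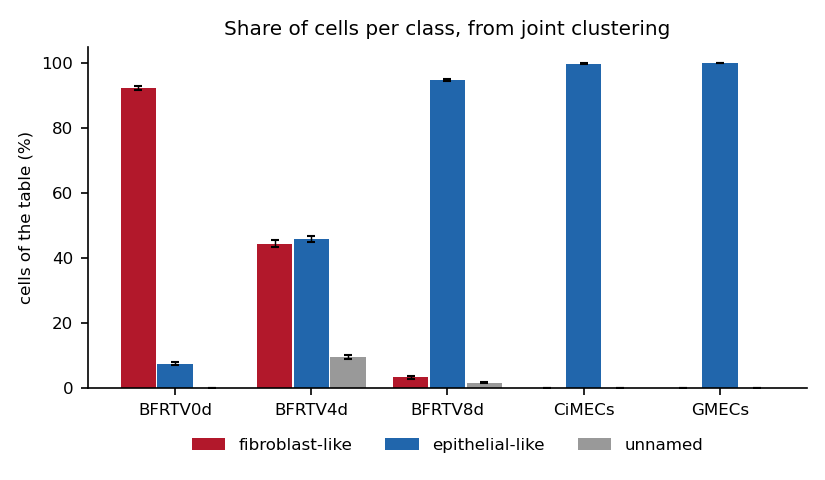
Share of the cells of each table (%) in fibroblast-like, epithelial-like and unnamed clusters, with exact 95% binomial intervals that cover counting error only. Fibroblast-like cells are 92.4%, 44.5% and 3.35% in BFRTV0d, BFRTV4d and BFRTV8d, and epithelial-like cells 7.63%, 45.9% and 94.9%.

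Within the epithelial-like cells, BFRTV8d (clusters 2, 9, 16 and 19) and BFRTV0d (cluster 13) differed little in the basal list (median 0.01 over 18 members, 2 at least 2-fold higher and 4 lower) and more in the luminal list (1.69), the junction list (0.74) and the fibroblast list (-3.69). Up to 7.81% of the UMIs of cluster 13 may be RNA of fibroblast-like cells, which would enter the last value, and its median was 16745.5 UMIs against 9888 in the fibroblast-like cells of BFRTV0d. KRT19 stood at 460.1, 2582 and 3486 CPM in the epithelial-like cells of BFRTV0d, BFRTV4d and BFRTV8d, whereas KRT8 stood at 3408, 1212 and 356 CPM and KRT18 at 649, 199 and 117 CPM. The contractile genes that were higher in BFRTV4d lay in its fibroblast-like cells (clusters 3 and 21), with a median of 2.79 over the fibroblast-like cells of BFRTV0d against -0.12 for epithelial-like cells. Contractile genes are among the 10 genes that lead these 2 clusters and fibroblast list members are not. The class name rests on 9 of 32 fibroblast list members 2-fold higher in cluster 3 (1 lower) and 7 in cluster 21 (2 lower). The rule had only fibroblast-like and epithelial-like names, so a contractile class was not tested. The restriction to 1 class changed the number of genes at least 4-fold lower in BFRTV4d from 516 to 289 among epithelial-like and 1083 among fibroblast-like cells.

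Cells with at least 2 UMIs of the epithelial marker set were 3.06% of BFRTV0d (2.75 to 3.41), 20.6% of BFRTV4d (19.9 to 21.4) and 75.7% of BFRTV8d (74.9 to 76.6) after thinning to 3000 UMIs, and 8.03%, 42.8% and 94.9% without thinning. The mesenchymal set was met in 95.7%, 57.8% and 10.7% of these cells, and in 99.7%, 75.1% and 32.3% without thinning. Both sets were met in 1.43%, 3.63% and 5.65%, against 2.93%, 11.9% and 8.08% expected if they were independent. Without thinning both were met in 7.81%, 25.0% and 29.5%, against 8.01%, 32.2% and 30.7% expected. THY1 differs from the other mesenchymal genes, since 93.7% of its 9529 UMIs in BFRTV8d lay in epithelial-like cells. THY1 was left out after the values were seen. Without it, the mesenchymal set was met in 95.6%, 55.4% and 5.12% of thinned cells. Both sets were then met in 1.39%, 2.74% and 1.17%, against 2.93%, 11.4% and 3.88% expected. In unthinned cells without THY1, the mesenchymal set was met in 99.7%, 67.1% and 7.72%. Both sets were met there in 7.79%, 18.3% and 5.35%, against 8.01%, 28.7% and 7.33% expected. In CiMECs and GMECs the epithelial set was met in 45.0% (43.5 to 46.5) and 71.5% (70.2 to 72.8) of thinned cells and in 83.3% and 90.5% of unthinned cells. The mesenchymal set was met in 0.092% and 0.23% of thinned cells and in 0.096% and 7.04% of unthinned cells, at median depths of 17232 and 19424 UMIs. THY1 alone, at 16.9 CPM, gave the share in GMECs, where 0 of 5641 unthinned cells met the set without it. Both sets were met in 0 of 4351 thinned CiMECs (up to 0.085%) and in 0.21% of GMECs, against 0.041% and 0.17% expected. Without thinning both were met in 0.019% and 7.04%, against 0.080% and 6.37% expected. Ribosomal protein genes take 25.6% and 35.0% of the UMIs of CiMECs and GMECs and none in the BFRTV tables. At 3000 UMIs fewer UMIs of other genes are left in CiMECs and GMECs, so thinned shares of the 2 table sets are not at equal depth.

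CiMECs against BFRTV8d asks what passage in mammary medium changed, across tables made in different ways. KRT8 and KRT18 were higher and basal, interferon and remaining fibroblast genes lower. KRT18 and KRT8, the keratin pair of luminal cells, were 32.3-fold higher (31.7 to 32.9) and 14.1-fold higher (14.0 to 14.3). TP63 was 381-fold lower (273 to 550.4) and KRT14 22.4-fold lower (22.1 to 22.7). MX2 was 128-fold lower (104 to 159). At least 4-fold apart were 156 higher and 2179 lower genes, or 6.68% higher, but 46.7% with TMM, 50.3% with median-of-ratios factors and 14.3% with totals that leave out ribosomal protein genes. These scalings raised the median of all genes, -1.22, by 1.17, 1.23 and 0.43, and list medians are relative to all genes. The numbers of members beside them are not, and 4667 of all 8066 genes were at least 2-fold lower.

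The chemokine CCL17 was 1878-fold higher (1755 to 2013), at 15124 CPM, the stress-induced ANKRD1 428-fold higher (375 to 491), mesothelin (MSLN) 171-fold higher (151 to 194), the WNT inhibitor DKK1 50.2-fold higher (42.5 to 59.7), the protease inhibitors TIMP1 and CST6 47.9-fold and 47.2-fold, and the retinal dehydrogenase ALDH1A3 27.6-fold higher (25.6 to 29.7). Among the lowest were NPPC (2626-fold lower, 1383 to 5743), ID1, a BMP target (2494-fold lower, 1949 to 3246), EDN3 (at least 2215-fold lower), the chemokine CXCL12 (at least 1329-fold lower), NRP1 (at least 1141-fold lower) and the taurine transporter SLC6A6 (1162-fold lower, 726 to 1995). GMECs, like CiMECs, held almost no ID1 (0.225 and 0.648 CPM).

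Fibroblast genes had a median of -4.52 relative to all genes (16 of 20 at least 2-fold lower). Their own median moved from -5.74 to -3.30 with TMM. This exceeds the shift of all genes of 1.17, as the genes that pass 10 CPM change. Lumican (LUM) was at least 604-fold lower, while fibronectin (FN1) was 2.41-fold higher. The basal list had -1.48 (14 of 17 lower), with DST 32.4-fold lower and CDH3 26.7-fold lower, and laminin LAMB3 3.25-fold higher. In the luminal list (-0.45, 13 of 19 lower, 3 higher) ELF5 was 60.1-fold lower (46.8 to 78.3) and TFAP2C at least 429-fold lower. Junction genes lay at 0.18, and their own median turns from -1.03 to 0.13 with TMM and 0.19 with median-of-ratios factors. Milk protein genes had -2.69, with LTF at least 498-fold lower, CSN3 at least 235-fold lower and PLIN2 76.5-fold lower. Their own median moved from -3.91 to -0.40 with TMM, which also exceeds the shift of 1.17 because the members differ. The interferon list had -2.86 (12 of 13 lower), cAMP response -2.41 (12 of 12, FOS 19.8-fold lower), mesenchymal factors -3.18 (SNAI2 47.3-fold lower) and pluripotency genes -3.42 (SOX2 at least 343-fold lower, MYC 24.8-fold lower). DHRS3 was 114-fold lower (108 to 121), in a retinoid list at -0.47. The TGF-beta list lay at 0.32, and its own median turns from -0.90 to 0.37 with TMM. The actin-binding TAGLN was 14.1-fold higher (13.9 to 14.3) and smooth muscle actin (ACTA2) 12.3-fold lower in the contractile list (-0.09), whose own median is -1.31 and turns to 0.49 with TMM.

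Heat shock, milk fat and cholesterol lists had relative medians of -0.86, -0.75 and -0.50, with EGR1 48.3-fold lower, FADS1 67.8-fold lower and SQLE 8.50-fold lower. S phase, G2 and mitosis, cell cycle inhibitor, oxidative stress, glycolysis and keratinocyte differentiation lists had 0.52, 1.19, -0.03, 0.18, 0.24 and 0.57. The own medians of these 6 lists, from -1.25 to -0.03, turn positive with TMM and median-of-ratios factors.

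CiMECs against GMECs sets the passaged induced cells beside natural mammary cells, within 1 table set. CiMECs had more contractile and keratinocyte transcripts and fewer of cholesterol synthesis and cell cycle genes. MSLN was 251-fold higher (217 to 291), TAGLN 43.0-fold higher (41.9 to 44.1) and the hemidesmosome collagen COL17A1 50.9-fold higher (40.8 to 64.2). PIGR, the transporter of immunoglobulins into milk, was at least 1529.8-fold lower, at 94.4 CPM in GMECs and unlisted in CiMECs. The claudins CLDN6 and CLDN3 were 77.5-fold lower (68.3 to 88.4) and 19.2-fold lower (18.0 to 20.5), and the mucin MUC1 51.9-fold lower (47.8 to 56.5). Of the genes compared 161 were at least 4-fold higher and 184 at least 4-fold lower, or 46.7% higher, against 64.4% with TMM, 66.5% with median-of-ratios factors and 34.1% with totals that leave out ribosomal protein genes. The median of all genes, -0.26, moved by 0.31, 0.34 and -0.19.

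LAMP3 was at least 1007-fold higher, the matrix metalloprotease MMP23B 104-fold higher (80.2 to 136), FXYD3 96.7-fold higher (85.6 to 109.7), kallikrein KLK10 33.6-fold higher (32.6 to 34.7) and cyclin D2 (CCND2) 22.1-fold higher (21.0 to 23.3). FGFBP1, a carrier of fibroblast growth factors, was 992-fold lower (602 to 1774), CRNN 19.8-fold lower and filamin C (FLNC) 16.5-fold lower. Contractile genes had a relative median of 1.48 (6 of 8 at least 2-fold higher), keratinocyte differentiation genes 1.76 (4 of 6, SBSN 20.9-fold higher) and basal genes 0.55 (5 of 14 higher, KRT14 14.7-fold higher, ITGA6 2.26-fold lower). Cell cycle inhibitors had 1.18, with CDKN1C 45.5-fold higher (35.5 to 59.2).

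Cholesterol synthesis genes had -1.49 (14 of 16 lower), HMGCS1, an early enzyme of that pathway, being 8.32-fold lower (7.92 to 8.75), and milk fat genes -1.29 (6 of 8), with fatty acid synthase (FASN) 4.96-fold lower (4.61 to 5.34). S phase genes had -1.44 (12 of 15 lower, UHRF1 5.19-fold lower) and G2 and mitosis genes -1.27 (15 of 20, MKI67 8.13-fold lower, 7.37 to 8.98). The cAMP list had -1.36, NR4A1 being 16.7-fold lower, the junction list -0.51 (7 of 24 lower, none higher, CLDN7 5.59-fold lower) and the luminal list -0.29 (GATA3 5.86-fold lower, AREG 2.71-fold higher). KRT8 and KRT18 were at 4771 and 3565 CPM against 5569.6 and 4794, and SPP1 was 1.32-fold higher (1.31 to 1.32). TGF-beta, heat shock, retinoid and pluripotency lists had -0.52, -0.45, -0.06 and -1.16. Interferon (-0.15), milk protein (-0.70), fibroblast (-0.04) and glycolysis (0.04) lists have own medians that turn from negative to positive with TMM, and the oxidative stress list (0.62) one that turns from 0.36 to -0.08 without ribosomal protein genes. With TMM the interferon median went from -0.42 to 0.63 and the milk protein median from -0.96 to 0.28. Both moves exceed the shift of all genes of 0.31, as the genes that pass 10 CPM change. No mesenchymal transcription factor passed the minimum. Among random lists of like expression, the cholesterol, contractile and luminal medians lay at percentiles 0, 100 and 6.04.

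GMECs against BFRTV0d gives the distance between natural mammary cells and the starting culture, again across table sets. Epithelial-like cells made up 7.63% of that culture. Junction and luminal genes were higher as groups and fibroblast genes lower, apart from FN1 at 1216 CPM against 895. CLDN7 was 422-fold higher (307 to 596), MUC1 175-fold higher (153 to 202), KRT19 86.1-fold higher (84.2 to 88.1) and KRT18 53.7-fold higher (52.7 to 54.7). COL1A1 and COL3A1, at 3828 and 1584 CPM in BFRTV0d, were at least 70820.1-fold and at least 29307-fold lower, and WNT5A, a non-canonical WNT ligand, at least 16402-fold. CCL17 was 933-fold higher (899 to 969), the crosslinking enzyme TGM2 632-fold higher (519.8 to 777) and WFDC2 129-fold higher (127 to 132), while MAL and FGFBP1 were at least 4424-fold and at least 1636-fold higher.

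At least 4-fold apart were 330 higher and 1821 lower genes, or 15.3% higher, against 46.6% with TMM, 49.2% with median-of-ratios factors and 34.0% with totals that leave out ribosomal protein genes, which raised the median of all genes, -1.14, by 1.00, 1.06 and 0.62. Of all 8503 genes 4864 were at least 2-fold lower. Relative to all genes, the junction list had 3.80 (23 of 24 at least 2-fold higher), the luminal list 4.56 (12 of 18, but TFAP2B 142-fold lower), keratinocyte differentiation genes 3.85 (CSTA 22.6-fold higher) and cholesterol synthesis genes 1.33 (FDPS 2.84-fold higher). The fibroblast list had -9.70 (26 of 27 lower, MMP2 8628-fold lower, 4691 to 17992), mesenchymal factors -7.22 (PRRX1 792-fold lower), contractile genes -1.77 (TPM2 423-fold lower) and TGF-beta response genes -1.11 (TGFBI 60.6-fold lower). The basal list lay at 0.99, and its own median, -0.15, turns to 0.90 with TMM, with COL17A1 and KRT14 77.6-fold and 45.4-fold lower and LAMB3 3.14-fold higher. In BFRTV0d, epithelial-like cells held 94.3% of the COL17A1 UMIs, 96.0% of KRT14, 94.1% of LAMB3 and 98.0% of TFAP2B. The folds of these genes therefore do not compare GMECs with fibroblast-like cells. In the milk list (1.56, 5 members) PIGR was at least 1009-fold higher and SPP1 34.3-fold higher, while PLIN2 was 2.31-fold lower. The PLIN2 fold is not relative to all genes, whose median was -1.14 on the log2 scale. The own median of the milk list moved from 0.41 to 3.75 with TMM and 3.82 with median-of-ratios factors. These moves exceed the shifts of all genes of 1.00 and 1.06, as the genes that pass 10 CPM change. It was 3.38 with totals that leave out ribosomal protein genes.

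S phase, cell cycle inhibitor, oxidative stress, cAMP and pluripotency lists had -0.45, -0.41, -0.24, -0.22 and -0.66, with FTL 12.9-fold lower and PTGS2 455-fold lower. G2 and mitosis (1.01), retinoid (0.62), interferon (0.65), milk fat (0.09), heat shock (0.23) and glycolysis (0.20) lists have negative own medians that turn positive with median-of-ratios factors.

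**Figure D3:**
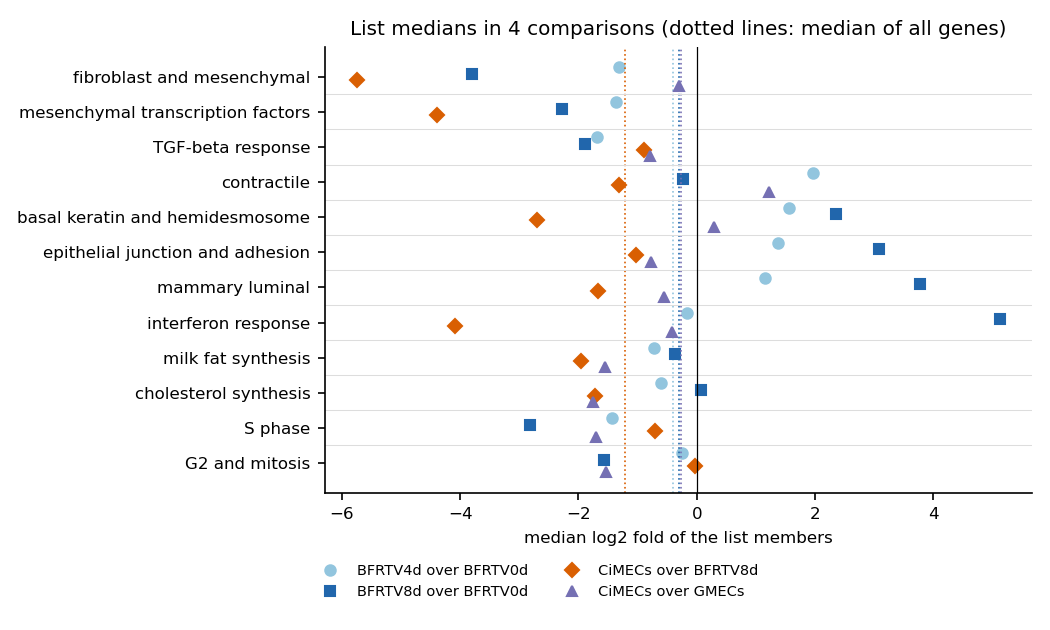
Median log2 fold of 12 gene lists in 4 comparisons, with dotted lines at the median of all genes (-0.40, -0.30, -1.22 and -0.26). The interferon list is at 5.12 in BFRTV8d over BFRTV0d and -4.08 in CiMECs over BFRTV8d, and with TMM the sign turns for junction, contractile, TGF-beta, S phase and G2 and mitosis genes in CiMECs over BFRTV8d and for interferon genes in BFRTV4d over BFRTV0d and CiMECs over GMECs, where fibroblast genes turn too.

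Spearman's rho across 9665 genes placed CiMECs nearest to GMECs (0.888), then to BFRTV4d (0.738) and BFRTV8d (0.737). BFRTV8d was nearest to BFRTV4d (0.874), with 0.699 to GMECs and 0.607 to BFRTV0d. BFRTV4d had 0.756 with BFRTV0d and 0.717 with GMECs. BFRTV0d itself had 0.685 with GMECs and 0.651 with CiMECs. Within a table set no BFRTV table can be set beside GMECs, so these values keep the difference between the sets.

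**Figure D4:**
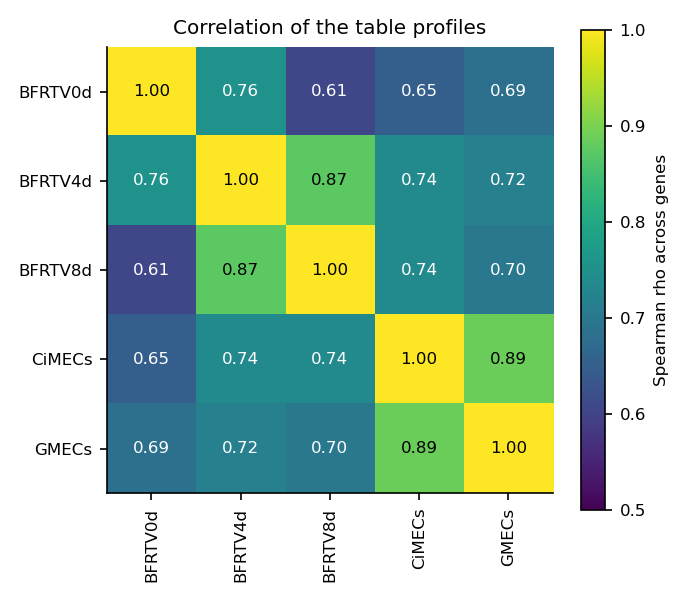
Spearman's rho across 9665 genes between the 5 tables, with colour and number in each cell. CiMECs and GMECs reach 0.89 and BFRTV4d and BFRTV8d 0.87, while the values between the 2 table sets lie between 0.65 and 0.74.

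Genes that separate GMECs from fibroblasts were followed in the induced cells. Of 334 genes at least 4-fold higher in GMECs than in 1 of 2 random parts of the BFRTV0d cells, 321, 325 and 327 had a fold in BFRTV4d, BFRTV8d and CiMECs over the other part. Their median log2 folds were 1.95, 2.81 and 2.78, against 3.61 in GMECs, and 48.3%, 66.8% and 64.8% were at least 4-fold higher there. With TMM 623 genes gave 1.74, 2.43 and 3.16, against 3.40 in GMECs, and 42.5%, 57.5% and 78.1%. The 1829 genes at least 4-fold lower in GMECs had medians of -1.24, -1.47 and -3.17, against -2.78 in GMECs, and 21.2%, 34.7% and 85.9% were at least 4-fold lower. With TMM 701 genes gave -1.30, -2.13 and -3.55, against -3.94 in GMECs, and 29.8%, 52.2% and 75.9%. CiMECs share the table set of GMECs, so their values also hold whatever the tables share. All these folds are over parts of the same BFRTV0d library, and no baseline for this shared control was computed.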

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

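The alternatives chosen only after the data were seen were BFRTV0d without its epithelial-like cells, each class of cells compared alone, genes listed in both or in all tables, the mesenchymal set without THY1, TMM and median-of-ratios factors for the axis genes, and the class rule tried first. The other alternatives were fixed earlier. No paired analysis was possible because the labels pair no samples and cells do not map to samples. For the same reason the planned edgeR and DESeq2 tests and leaving out each replicate were not run. Results without Scrublet doublets were not computed for comparisons that use no BFRTV4d cells, since the caller did not work in the other 4 tables.

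The numbers of genes at least 4-fold higher and lower stayed within 1.5 times the main numbers, 12 of 12, with the mean of CPM over single cells, the barcode filter, genes listed in both tables, and no minimum. The same holds for 4 of 4 numbers without Scrublet doublets and 6 of 6 without the epithelial-like cells of BFRTV0d. A minimum of 50 CPM compares fewer genes and gave 168 higher and 264 lower for BFRTV4d over BFRTV0d, 402 and 436 for BFRTV8d over BFRTV0d, 94 and 70 for BFRTV8d over BFRTV4d, 82 and 752 for CiMECs over BFRTV8d, 67 and 44 for CiMECs over GMECs, and 109 and 718 for GMECs over BFRTV0d. A fold of 2 is a lower threshold and gave 1196 and 2276, 1835 and 2608, 903 and 601, 431 and 4667, 486 and 1032, and 546 and 4864 in the same order.

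Scaling moved the balance of higher and lower genes, most of all between table sets. TMM gave 613 higher and 701 lower genes for CiMECs over BFRTV8d, 614 and 703 for GMECs over BFRTV0d, and 269 higher for CiMECs over GMECs. Median-of-ratios factors gave 667 and 658, 646 and 667, and 284. Totals without ribosomal protein genes gave 243 higher for CiMECs over BFRTV8d, 530 and 1027 for GMECs over BFRTV0d, and 311 lower for CiMECs over GMECs. By construction a factor moves all genes of a comparison alike, and these 2 kinds of factors raise the median of all genes by 1.17 and 1.23 in CiMECs over BFRTV8d. List medians can move by more, because the genes that pass 10 CPM change. The other 7 of 12 numbers stayed within 1.5 times with either factor, and 8 of 12 without ribosomal protein genes. Of the named genes at least 4-fold apart that have a value with TMM, 82 of 98 in CiMECs over BFRTV8d and 58 of 67 in CiMECs over GMECs were still 4-fold apart the same way with TMM, as were 64 of 66 in BFRTV4d over BFRTV0d and 90 of 91 in BFRTV8d over BFRTV0d.

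Of 63 list medians with at least 5 members and at least 2-fold from even, most kept their direction. In CiMECs over BFRTV8d the junction, contractile, cell cycle inhibitor and oxidative stress medians became 0.13, 0.49, 0.13 and 0.12 with TMM and 0.19, 0.56, 0.19 and 0.19 with median-of-ratios factors. In GMECs over BFRTV0d the milk fat median became 0.061 with median-of-ratios factors. Another 11 medians with TMM and 10 with median-of-ratios factors fell under a 2-fold change in their direction, as did 9 without ribosomal protein genes and 3 with means over single cells. The remaining medians kept their direction with these settings, the barcode filter and, for 19 medians, without Scrublet doublets.

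When each class is compared alone, genes at least 4-fold lower in BFRTV4d than in BFRTV0d were 289 for epithelial-like and 1083 for fibroblast-like cells. In BFRTV8d over BFRTV0d, 493 were lower for epithelial-like and 579 higher for fibroblast-like cells. In BFRTV4d over BFRTV0d, 39 of 56 named genes at least 4-fold apart stayed so among epithelial-like and 53 of 58 among fibroblast-like cells. In BFRTV8d over BFRTV0d these numbers were 68 of 84 and 55 of 75, counting named genes that have a value. The direction was kept by 54, 58, 84 and 70 of these genes in the same order. The cause was not tested. The class rule tried first gave epithelial-like shares of 0% in BFRTV0d, 23.3% in BFRTV4d and 0.0617% in CiMECs, because it needs more epithelial members higher than lower. The share in GMECs clusters became 0% of CiMECs with 1000 variable genes and 0% with thinned cells, and the cause was not tested. For GMECs it became 93.5% at Leiden resolution 1.0 and 90.8% with 1000 variable genes, since clusters are added until they hold 90% of GMECs. Resolution 0.3, clustering without cell cycle and ribosomal genes, and genes listed in all 5 tables left these shares within their counting intervals.

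The correlations moved. In the order BFRTV0d with BFRTV4d, BFRTV8d, CiMECs and GMECs, BFRTV4d with BFRTV8d, CiMECs and GMECs, BFRTV8d with CiMECs and GMECs, and CiMECs with GMECs, all genes gave 0.904, 0.837, 0.830, 0.833, 0.952, 0.868, 0.848, 0.874, 0.848 and 0.938, and the cause was not tested. Pearson's r gave 0.776, 0.617, 0.674, 0.683, 0.894, 0.771, 0.731, 0.768, 0.721 and 0.907, and the cause was not tested. Genes listed in all tables, with totals that leave out ribosomal protein genes, gave 0.766, 0.631, 0.668, 0.714, 0.891, 0.760, 0.746, 0.746 and 0.712 for the first 9 pairs, and the last was equal at 2 decimals. With each of these CiMECs stayed nearest to GMECs.

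For genes higher in GMECs, a fold of 2 gave axis medians of 1.51 in BFRTV4d, 2.28 in BFRTV8d and 1.83 in CiMECs, and for genes lower in GMECs -0.82, -0.86 and -2.24, as a lower threshold takes in smaller differences. TMM gave 1.74, 2.43 and 3.16, and -1.30, -2.13 and -3.55. Median-of-ratios factors gave 1.75, 2.40 and 3.18, and -1.26, -2.13 and -3.56. With these factors other genes pass the threshold and every fold is rescaled, and these effects were not separated. Exchanging the 2 parts of the BFRTV0d cells gave 1.99, 2.90, 2.85, -1.26, -1.49 and -3.18, with the cause not tested beyond the random choice of cells.

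Depth limits the marker shares. At the next lower depth of 2000 UMIs the epithelial set, the mesenchymal set and both were met in 2.16%, 94.6% and 0.656% of BFRTV0d, 13.2%, 54.3% and 1.70% of BFRTV4d, and 61.4%, 7.67% and 2.64% of BFRTV8d. The epithelial set was met in 29.2% of CiMECs and 53.3% of GMECs, and both sets in 0.0820% of GMECs. At least 1 UMI in place of 2 gave 8.83%, 97.8% and 7.47% for BFRTV0d, 38.9%, 72.3% and 20.01% for BFRTV4d, 89.8%, 31.1% and 26.4% for BFRTV8d, 75.8%, 0.276% and 0.161% for CiMECs, and 91.3%, 5.20% and 4.92% for GMECs. Fewer UMIs or a lower minimum make these shares smaller or larger by construction. Without Scrublet doublets 56.1% of BFRTV4d cells met the mesenchymal set and 2.70% both sets, and the cause was not tested. The mesenchymal set without THY1, with 1 gene fewer, was met in 55.4% of BFRTV4d, 5.12% of BFRTV8d and 0% of GMECs, and both sets in 2.74%, 1.17% and 0%.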

Other observations

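The tests on the junction list, the basal list and the genes at least 4-fold higher, on doublets, on GMECs cells in CiMECs, on ribosomal protein genes and on the epithelial-like share for interferon genes were chosen only after the result was seen. The cell class comparisons given first were also chosen after the data were seen.

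Cell cycle and cholesterol synthesis genes were followed within each class, and whether the classes differ was not tested. In fibroblast-like cells (clusters 3 and 21 of BFRTV4d against 1, 11 and 15 of BFRTV0d) the S phase list had a median log2 fold of -3.83, the G2 and mitosis list -2.47 and the cholesterol synthesis list -1.61, with all genes at -0.75. In epithelial-like cells (clusters 6 and 7 against 13) the 3 medians were 0.11, -0.12 and 0.10, with all genes at -0.03, and in BFRTV8d (clusters 2, 9, 16 and 19 against 13) -1.90, -2.25 and 0.25, with all genes at -0.09. Among epithelial-like BFRTV8d cells, cluster 16 (390 cells) was defined by cell cycle genes and cluster 19 (255 cells) by TFF3, LTF, MMP7 and AGR2. These clusters held 3.84% and 2.51% of all BFRTV8d cells. The retinoid gene DHRS3 was high in both classes of BFRTV8d, at 1349 CPM in epithelial-like and 1365 CPM in fibroblast-like cells, against 12.7 and 0.951 in BFRTV0d.

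Lists of other cell types held few measured genes. No member of the immune list or the erythroid list passed 10 CPM in any comparison. In BFRTV8d over BFRTV0d the endothelial list had 2 members with a median log2 fold relative to all genes of -4.09, the pericyte list 2 with -0.37, the adipocyte list 2 with -3.49, the chondrocyte list 3 with 0.95, the Schwann cell and melanocyte list 2 with -0.97, and the neuronal list 2 with -0.25. The caseins CSN2, CSN1S1 and CSN1S2 and alpha-lactalbumin (LALBA) are listed in no table under these symbols, GMECs included. ESR1, the oestrogen receptor, was at 0.358 CPM in BFRTV8d and unlisted in CiMECs.

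Higher epithelial and lower fibroblast genes in BFRTV8d were set against a larger share of the epithelial-like cells that BFRTV0d already held (cluster 13). After reweighting the 2 BFRTV0d classes to the shares of BFRTV8d, 54.1% (51.8 to 56.4) of the 1871 genes at least 4-fold apart stayed so. Of the 957 higher ones 55.8% (52.6 to 59.0) stayed so, and of the 914 lower ones 52.3% (49.0 to 55.6). With 7.81% of the UMIs of cluster 13 taken out as free fibroblast RNA, the 3 values were 49.1%, 57.1% and 40.7%. This allowance was added after the values were seen. The values argue against the larger share of epithelial-like cells as the whole cause for these genes, since it would leave under 10%. The basal median came to -0.074 (-0.74 to 0.62), which that share alone would give, while the fibroblast list stayed 1.98 lower on the log2 scale, past the bound set beforehand, but that bound ignored free RNA, and the allowance gave -1.43 (-2.57 to -0.49), so for this list and the junction list (0.93, 0.33 to 1.43) the share cannot be told apart from a change within cells. The unnamed cluster 12 of BFRTV4d, with genes of both classes, may hold doublets, since its median UMIs were 1.63 times those of the 2 classes, 0 of 2550 genes lay over 2-fold above both and Scrublet marked 462 of its 891 cells, whereas doublets in cluster 13, with a median of 16745.5 UMIs against 9888 in fibroblast-like cells, were not tested, and Scrublet did not work in BFRTV0d. Induction itself stays open as the designed difference, and library and group cannot be told apart with 1 library each.

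CiMECs had a profile nearer to GMECs than BFRTV8d had. The values argue against cells like those of the GMECs table as a large part of the CiMECs table. LOC102185401, at 140.5 CPM in GMECs and the lowest of the 3 genes tested, reached at most 0.0439% of that level. The other 2 genes reached 4.19% and 9.33%, and FGFBP1 and LOC102169730, outside the test, were under 1% as well. Of 952 genes with at least 100 CPM in GMECs, only 10 lay under 10% of that level in CiMECs. Whether CiMECs is another mammary culture under a wrong label was not tested and stays open. Ribosomal protein genes entered no correlation, so leaving them out of the totals, which gave a difference of 0.176 to the correlation of BFRTV8d with GMECs, tests nothing about them. Other processing shared by the CiMECs and GMECs tables cannot be told apart from a change in the cells, as 679 of 9665 genes separate these 2 tables from all 3 BFRTV tables by at least 4-fold and no library was processed both ways. The passage in mammary medium, which the design names, stays open and untested.

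Interferon genes were higher in BFRTV8d than in BFRTV0d. A larger share of epithelial-like cells does not account for this, since within epithelial-like cells the median of the list was 4.44 higher (clusters 2, 9, 16 and 19 over 13). Free RNA from the epithelial-like cells does not account for the level in the fibroblast-like cells of BFRTV8d (cluster 18), where the list stood at -0.62 (-1.03 to -0.19) relative to the epithelial-like cells, while basal genes, which give a ceiling for such RNA, stood at -3.71 (-3.98 to -2.97). The basal ceiling was added after the values were seen, because the interval of the first ratio reached the bound set for it. Induction, which the design names, and a difference between libraries both stay open, as each day is 1 library.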
